# Single-cell RNA sequencing of aging neural progenitors reveals loss of excitatory neuron potential and a population with transcriptional immune response

**DOI:** 10.3389/fnins.2024.1400963

**Published:** 2024-08-09

**Authors:** Jonas Fritze, Stefan Lang, Mikael Sommarin, Shamit Soneji, Henrik Ahlenius

**Keywords:** neurogenesis, aging, intermediate progenitors, neuroblasts, immune response, dentate gyrus, subventricular zone, excitatory

## Abstract

In the adult murine brain, neural stem cells (NSCs) can be found in two main niches: the dentate gyrus (DG) and the subventricular zone (SVZ). In the DG, NSCs produce intermediate progenitors (IPs) that differentiate into excitatory neurons, while progenitors in the SVZ migrate to the olfactory bulb (OB), where they mainly differentiate into inhibitory interneurons. Neurogenesis, the process of generating new neurons, persists throughout life but decreases dramatically with aging, concomitantly with increased inflammation. Although many cell types, including microglia, undergo significant transcriptional changes, few such changes have been detected in neural progenitors. Furthermore, transcriptional profiles in progenitors from different neurogenic regions have not been compared on a single-cell level, and little is known about how they are affected by aging-related inflammation. We have generated a single cell RNA sequencing dataset enriched for IPs, which revealed that most aged neural progenitors only acquire minor transcriptional changes. However, progenitors set to become excitatory neurons decrease faster than others. In addition, a population in the aged SVZ, not detected in the OB, acquired major transcriptional activation related to immune responses. This suggests that differences in age related neurogenic decline between regions is not due to tissue differences but rather cell type specific intrinsic transcriptional programs, and that subset of neuroblasts in the SVZ react strongly to age related inflammatory cues.

## 1 Introduction

In the adult murine brain, quiescent neural stem cells (NSCs) can be found in two main niches: the subgranular zone (SGZ) of the dentate gyrus (DG), which lies in the hippocampus, and the subventricular zone (SVZ) lining the lateral ventricles (Jurkowski et al., 2020). Upon activation, neural stem cells (NSCs) self-renew and/or differentiate to produce intermediate progenitors (IPs), called type-2 cells in the SGZ and transit-amplifying progenitors (TAPs) in the SVZ, which have the potential to develop into various cell types of the brain (Bonaguidi et al., 2016). To generate neurons, early IPs develop into neuroblasts, another IP state, which differentiate into immature neurons before transforming into fully mature neurons. In the DG, neuroblasts migrate to the granule cell layer where they primarily differentiate into excitatory granule neurons, while neuroblasts in the SVZ migrate via the rostral migratory stream to the olfactory bulb (OB) where they mainly mature into inhibitory interneurons (Lledo et al., 2006).

Neurogenesis, the process by which NSCs generate neurons, persists throughout life but decreases drastically with age. The NSC pools become smaller and lose functionality with aging, leading to a decline in the proliferation of IPs, which results in fewer newly formed neurons (Katsimpardi and Lledo, 2018). Consequently, neurogenesis-dependent functions, such as olfactory discrimination and pattern separation, decline with aging (Alonso et al., 2006; Breton-Provencher et al., 2009; Lazarini et al., 2009; Moreno et al., 2009; Johnston et al., 2016; Dillon et al., 2017). Simultaneously, brain inflammation increases with microglia, which are the immune cells of the brain, reacting to aging (Wendimu and Hooks, 2022) and peripheral immune cells infiltrating the central nervous system (Dulken et al., 2019).

Single-cell sequencing has been used to study different cell types during aging. Many cell types, including microglia, undergo dramatic transcriptional changes; however, few such changes have been detected in IPs, likely because their relatively low numbers (Ximerakis et al., 2019) make their analysis challenging. While NSCs have been studied extensively in the context of aging, IPs from different regions have not been compared, and little is known about how inflammation and aging affect the transcriptional integrity of neuroblasts and the potential for new neurons to integrate in the aged brain.

We generated a single-cell RNA sequencing dataset enriched for IPs from the SVZ, OB, and DG of adult, middle-aged, and aged mice. The dataset revealed that most IPs acquire only minor transcriptional changes. Additionally, it showed that neuroblasts set to become excitatory neurons decrease faster than other neuroblast populations, and a neuroblast population in the aged SVZ, not found in the OB, acquires major transcriptional activation related to immune responses.

## 2 Materials and methods

### 2.1 Animals

All experimental procedures were approved by the Malmö–Lund Ethical Committee for the use of laboratory animals and were conducted following the European Union directive on animal rights. Mice expressing a green fluorescent protein (GFP) under the Dcx promoter (Dcx-GFP) (Couillard-Despres et al., 2006), which is highly active in neuroblasts, were bred and housed in the animal facility connected to the Lund University Biomedical Center under sterile conditions in individually ventilated cages (IVCs) at 22°C, with 40%−60% humidity and a 12-h light/dark cycle with *ab libitum* access to food and water. Adult (3–4 months), middle-aged (12–16 months), and aged (18–24 months) mice were used, with male and female mice equally distributed between groups. Tissues from four to five mice were pooled for each age group.

### 2.2 Brain dissection and tissue dissociation

Heterozygote Dcx-GFP mice were euthanized by cervical dislocation, and their brains were kept in an ice-cold L-15 medium (Invitrogen: Waltham, Massachusetts, United States), as previously described (Ahlenius and Kokaia, 2010). To facilitate the comparison of neurogenic niches, the OBs were isolated and the SVZs and DGs were dissected from 1-mm sections separately. Tissue from 4-5 mice were pooled in ice-cold L-15 medium separately for each region (from the same group of animals) and dissociated into a single -cell suspension using the Adult Brain Dissociation Kit, mouse and rat (Miltenyi Biotech: Bergisch Gladbach, North Rhine-Westphalia, Germany, 130-107-677) following the manufacturer's guidelines. The cells were then purified through a two-step gradient as previously described (Ahlenius and Kokaia, 2010) and resuspended in fluorescence-activated cell sorting (FACS) medium [4% Bovine serum albumin (BSA) (W/V), 2% 2M 4-(2-hydroxyethyl)-1-piperazineethanesulfonic acid (HEPES) (V/V), and 0.1% Sodium azide (V/V) in Hanks' balanced salt solution (HBSS) (BSA, HEPES and HBSS: Thermo fisher; Waltham, Massachusetts, United States)].

### 2.3 Fluorescence-activated cell sorting

To enrich for neural progenitors, dissociated cells from Dcx-GFP mice were subjected to fluorescence-activated cell sorting (FACS; Supplementary Figure 1a) for separation based on their endogenous GFP expression, and cell viability was assessed with propidium iodide using FACSARIAII/III (BD Biosciences: Franklin Lakes, New Jersey, United States). The sorted cells were collected into Phosphate-buffered saline (PBS) with 2% Fetal bovine serum (FBS) for single-cell sequencing library preparation on the same day. Alternatively, these cells were collected into QIAzol lysis reagent (Qiagen: Venlo, Netherlands (corporate) Hilden, Germany (operational)) and stored at −80°C for bulk sequencing.

### 2.4 RNA extraction

For bulk RNA sequencing, total RNA was isolated from the sorted GFP+ cells using the miRNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. Briefly, the samples frozen in the QIAzol lysis reagent were brought to room temperature and homogenized by pipetting, and the RNA was then separated with a chloroform phase gradient. During RNA purification, on-column DNase digestion (Qiagen) was performed, and the final RNA was eluted into 14 μl of H_2_O. Concentrations were measured using a bioanalyzer (Agilent: Santa Clara, California, United States) and loaded using the RNA 6000 Pico Kit (Agilent).

### 2.5 Library preparation and sequencing

For single-cell RNA sequencing, libraries were generated from FACS-sorted cells expressing endogenous GFP (Dcx-GFP) for each experimental group separately using a Chromium system (10 × Genomics: Pleasanton, California, United States), according to the manufacturer's guidelines [Single Cell 3′ Reagent Kits v2 User Guide (CG00052)], with 12–13 cDNA amplification cycles and 14 sample index cycles. The libraries generated from 2,100 aged DG cells, 3,000 aged OB cells, and 5,000 cells for all other samples were sequenced on a NextSeq 500 System (Illumina: San Diego, California, United States) using NextSeq 500/550 High Output v2 Kits (Illumina). Each sample contained cells from four to five mice. The cells from different regions but of the same age group were obtained from the same group of animals.

Bulk RNA sequencing libraries were prepared using the SMARTer Stranded Total RNA-Seq Kit v2, Pico Input Mammalian (Takara Bio USA, Inc.) according to the manufacturer's user manual (063017). Furthermore, 2 ng of total RNA was used from each sample with 4-min fragmentation time and 14 PCR cycles for amplification of the final library in a Mastercycler X50s (Eppendorf: Hamburg, Germany). The libraries were sequenced on a NextSeq 500 System (Illumina) using NextSeq 500/550 High Output v2.5 Kits (Illumina). The sequencing was performed at the Center for Translational Genomics, Lund University, and Clinical Genomics Lund, SciLifeLab. Each biological sample (*n* = 5) contained cells from four to five mice for the bulk data analysis. The cells from all different regions were collected from every animal included in the study.

### 2.6 Raw data processing and quality control

Raw data from single-cell RNA sequencing were processed through the Cell Ranger pipeline to generate count matrices, which were then loaded into the R computational environment (4.1.2) using read10xCounts (DropletUtils) and merged into a single-cell experiment object (i.e., SingleCellExperiment). The counts were normalized using logNormCounts (Scater) with size factors based on quickCluster and computeSumFactors (Scran). Then, the logcounts were extracted as dgCMatrices and merged into a Seurat object using CreateSeuratObject (Seurat). The low-quality cells with fewer than 75 or more than 4,000 detected genes (features), more than 1.5% mitochondrial genes, or more than 15% ribosomal genes were discarded (Supplementary Figure 1b). 

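The deposited files hold 9 single-cell libraries, 1 for each region and age, with 7402 cells. The mitochondrial and ribosomal percentages were taken here from the summed log-counts of each cell, since the log-counts entered the Seurat object. Of all cells, 9 had fewer than 75 detected genes and 144 had more than 4000. Of the 7249 cells within both gene limits, 2897 were above the mitochondrial limit and 8 above the ribosomal limit, some of them above both, and 4349 cells passed. The share of cells that was kept was lowest in the aged OB, at 31.4% of 446 cells, and highest in the middle-aged DG, at 74.0% of 1198 cells. The cells left out had a median between 919 unique molecular identifiers (UMIs) in the middle-aged SVZ and 2203 in the aged OB. When the percentages were taken from UMI counts instead, 230 cells were kept, and without these percentage limits 7239 cells were kept.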

A very low number of cells expressing high levels of Cx3cr1 and Iba1, which are markers for microglia, were also discarded.

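Iba1 is encoded by Aif1. A UMI of both Cx3cr1 and Aif1 was found in 10 cells over all libraries, and the 4 of these that had passed the other limits were left out here, which left 4345 cells. Among the kept cells, 4 held a UMI of Cx3cr1 and 1 held a UMI of Aif1.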

For bulk sequencing, FASTQ files were organized using bcl2fastq2 with default settings and without warnings from FastQC (Supplementary Figures 2a–c). Reads were aligned to the mouse reference genome (GRCm38) from the Ensemble database using HISAT2 (Supplementary Figures 2d, e). Quality control of the aligned data, including base distribution and insert size checks, was performed using Picard (Supplementary Figure 2a). Assembly of the alignments into full transcripts and quantification of expression levels were performed using StringTie.

### 2.7 Clustering and cell type assignment

The data analysis was performed in the R computational environment (4.1.2). All genes were scaled with ScaleData (Seurat) to accurately compare the expression between cells. The 2,000 most highly variable genes (HVGs; Supplementary Figure 1c) were identified using the variance stabilizing transformation (VST) method via FindVariableFeatures (Seurat), which were then used for the principal component analysis. The first 20 principle components with the highest standard deviation were selected manually from an elbow plot and used for Louvain clustering (Seurat) with a k parameter of 10 and a resolution of 1 (Figure 1A). Clusters were visualized with uniform manifold approximation and projection (UMAP), initially annotated using singleR (1.8.1) based on a reference mouse brain dataset from Celldex (Benayoun et al., 2019) (Figure 1B), and further adjusted manually to commonly used markers (i.e., Glial fibrillary acidic protein (Gfap) for astroglial and Neural stem cells (NSCs), Achaete-scute family bHLH transcription factor 1 (Ascl1) for NSCs and early progenitors, Doublecortin (Dcx) for neuroblasts, Synaptotagmin 1 (Syt1) for neurons, Platelet derived growth factor receptor alpha (Pdgfra) for oligodendrocyte precursors, and Mbp for mature oligodendrocytes; Figures 1C–H). The clusters assigned as oligodendrocytes were discarded, along with the clusters where more than 40% of the population expressed Gfap and < 40% expressed Ascl1, which were considered astroglial populations without activated NSCs. DimPlot (Seurat) was used to visualize the clusters, while FeaturePlot (Seurat) was used to illustrate gene expression.

**Figure 1:**
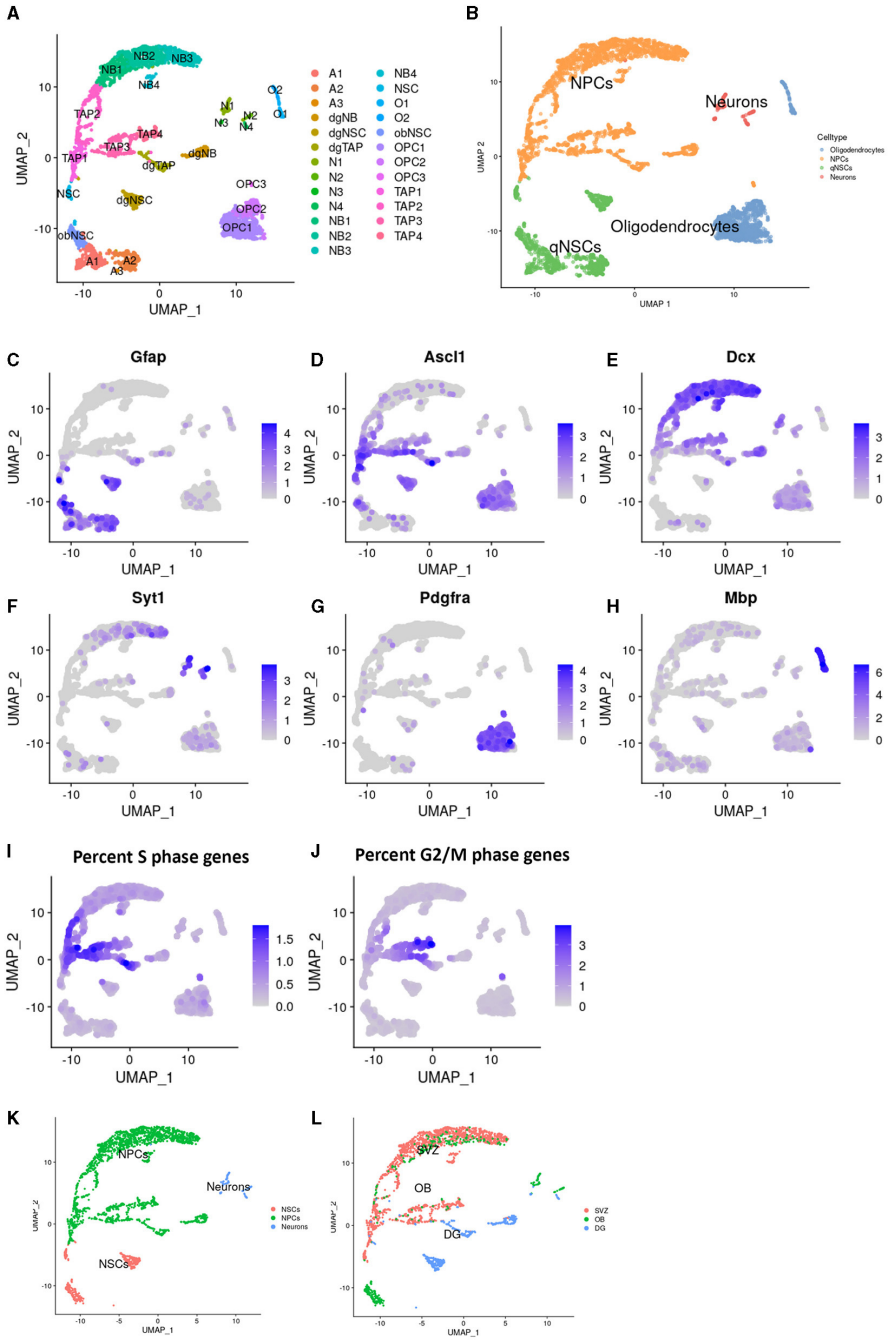
Identification of populations in Dcx+ cells sorted from neurogenic niches. Uniform manifold approximation and projection (UMAP) plots showing cluster names **(A)** and cell type annotation **(B)**. Visualization of common markers, in the UMAP, for Astrocytes and NSCs; Gfap **(C)**, TAPs; ASCl1 **(D)**, Neuroblasts; Dcx **(E)**, Neurons; Syt1 **(F)**, OPCs; Pdgfra **(G)**, and Oligodendrocytes; Mbp **(H)**. Percentage of genes prominently expressed in the s-phase **(I)** and g2- and m- phase of the cell cycle **(J)**. Cell type annotation after cell filtering **(K)** and regional identity **(L)** in the UMAP.

### 2.8 Differential gene expression analysis and quantifications

For single-cell RNA sequencing data, differential gene expression analysis was performed using findMarkers (Seurat), considering *p*-values based on Bonferroni correction, using all genes in the dataset; the adjusted *p*-values (*p*_val_adj) of < 0.05 are considered statistically significant. ComplexUpset was used for upset plots, Ggplot (ggplot2) for boxplots and extreme point plots, and DoHeatmap (Seruat) for heatmaps. Gene ontology (GO) terms were identified for differentially expressed genes (DEGs), with the adjusted *p*-values refers to how the DEGs were chosen, while other settings refers to the enrichGO function from ClusterProfiler (4.2.2), with parameters set to minGSSize 1, maxGSSize 500, and both qvalue Cutoff and pvalueCutoff were set to 1. GraphPad Prism v7 was used to visualize population size estimation data.

For bulk RNA sequencing data, DESeq2 was used for differential gene expression (DGE) analysis, which compares adult samples to a combined group of middle-aged and aged samples. Heatmaps were generated using pheatmap, color pallets were created using RColorBrewer, and bar graphs were created using GraphPad Prism v7. Inflammatory response genes can considerably vary due to infection or other external stimuli; therefore, to identify outliers, two independent statistical tests were conducted: Cooks' distance (Supplementary Figures 3a, b) and Grubbs' test (Supplementary Table 1). One adult sample was identified as an outlier for inflammation-related genes in both tests and was not included in the DGE analysis for inflammatory response genes. The DGE analysis included four or five biological replicates, each pooled with the RNA of four to five adult mice. Furthermore, 10 middle-aged and aged mice were included in the DGE analysis.

Cell numbers were normalized to OPCs since it is the population in our data set most stable during aging and present in large enough quantity.

## 3 Results

### 3.1 Aged neuroblasts display minor but cell state dynamic transcriptional changes

NSCs are fewer in number and less active in the aged brain compared to the adult mammalian brain. This decline leads to the production of fewer IPs and, ultimately, fewer new neurons added to the brain during aging (Katsimpardi and Lledo, 2018). Although recent research has revealed age-related changes in stem cells, little is known about how IPs such as neuroblasts are affected by aging.

To study the effect of aging on IPs, including TAPs and neuroblasts, in the two major neurogenic niches, we dissected the SVZ, OB, and DG from 3-, 14-, and 24-month-old Dcx-GFP mice. 

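In each region, the tissue of 4 to 5 mice of the same age was pooled before dissociation, and 1 library was made for each region and age. There were therefore no replicate libraries, no test between ages could be run, and all values compare single pools of mice. The authors loaded 5000 sorted cells per library, except for 3000 cells from the aged OB and 2100 cells from the aged DG. Droplet-based 3′ libraries were sequenced, and the deposited values are the raw counts of UMIs per gene and cell, as made by Cell Ranger 3.0.2. The adult, middle-aged and aged SVZ libraries held 4487843, 4861822 and 5247802 UMIs in 899, 1116 and 933 cells. The OB libraries held 2422674, 3017198 and 1412634 UMIs in 714, 857 and 446 cells, in the same order of ages. The DG libraries held 3869007, 5132146 and 1544351 UMIs in 890, 1198 and 349 cells. After the quality limits, 625, 755 and 586 cells were left in the SVZ, 277, 337 and 140 in the OB, and 508, 886 and 231 in the DG. The median depth of the kept cells ranged from 4148 UMIs in the middle-aged OB to 5512 UMIs in the aged DG.
The cells were normalized with scran size factors and clustered over all libraries with Seurat at the settings of the methods. Clusters were named from marker genes listed before the data were examined, and each name ends in -like because it rests on RNA alone. The percentages of cells that a marker had to reach were set after the clusters had been seen. Cells called doublets were not removed, as the paper's methods name no step that removes them. Of the 7402 cells 85 were called, and among the cells left after the limits they were 28 of 231 in the aged DG, 18 of 886 in the middle-aged DG and at most 4 in each other library. For comparisons between ages, the UMIs of all cells of a class in a library were summed and divided by the total UMIs of those cells, to give CPM values. Shares of cells are given with exact Clopper-Pearson intervals, UMI counts with exact Poisson intervals, and ratios of UMI counts with exact conditional binomial intervals, all at 95%. These intervals cover counting error only, and not differences between mice or between preparations. Gene coordinates are from the GENCODE vM21 annotation of GRCm38, matched by Ensembl identifier.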

The GFP+ cells were isolated using FACS and single-cell RNA sequencing was performed using 10 × and Illumina chemistry. During data processing, we performed unbiased clustering of cells from all ages and regions, which were digitally pooled together (Figure 1A). Clusters were annotated computationally based on previous RNA sequencing studies (Figure 1B) and manually verified and further specified using common markers. Cells in clusters with high expression of both Gfap and Ascl1 were annotated as NCSs, with Ascl1 alone as TAPs, Dcx as neuroblasts, Syt1 as mature neurons, Pdgfra as oligodendrocyte progenitors, and Mbp as mature oligodendrocytes (Figures 1C–H). 

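Among the 24 clusters obtained here, 11 and 10 were named neural stem cell-like. Cluster 11, with 154 of 159 cells from the SVZ, held a UMI of Gfap in 8.81% of cells. Cluster 10, with all 202 cells from the DG, held Gfap in 74.3% of cells. In the 4 TAP-like clusters (7, 8, 14 and 16), Gfap was detected in at most 0.426% of cells. Dcx was detected in 83.0% to 83.8% of cells of the 3 neuroblast-like clusters (1, 2 and 3), but also in 56.6% to 83.7% of cells of the TAP-like clusters. Syt1 was detected in 69.1% to 100% of cells of the 4 mature neuron-like clusters, Pdgfra in 90.3% to 98.2% of cells of the 3 OPC-like clusters, and Mbp in all cells of both oligodendrocyte-like clusters. Mbp was also detected in 2.46% of the 1015 SVZ neuroblast-like cells (median 3739 UMIs), while the oligodendrocyte-like clusters had median depths of 11154 and 8563 UMIs. The adult, middle-aged and aged SVZ libraries held 9, 0 and 0 oligodendrocyte-like cells. With so few source cells, this share cannot measure free RNA from abundant classes.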

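Cell cycle genes were summed over the S phase list (43 genes, such as Mcm2 and Pcna) and the G2/M list (54 genes, such as Mki67 and Top2a) that Seurat provides. In TAP-like cluster 7, 0.874% of UMIs came from S phase genes and 1.66% from G2/M genes. The G2/M genes took 3.50% of UMIs in TAP-like cluster 14 and 1.16% in TAP-like cluster 16, while TAP-like cluster 8 had 0.719% in S phase genes and 0.361% in G2/M genes. In neuroblast-like cluster 1, the same lists took 0.172% and 0.130% of UMIs. Mki67 was detected in 90.2% of cells of clusters 7 and 14, in 46.4% of cluster 16 and in 14.5% of cluster 8, against 1.98% to 3.45% of cells of the neuroblast-like clusters. Of the excitatory progenitor-like clusters, cluster 15 held Mki67 in 48.5% of cells and cluster 13 in 4.35%.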

The expression of cell cycle genes (Figures 1I, J) highlighted highly proliferative cells, such as TAPs.

We identified all major common cell types involved in neurogenesis with a strong enrichment of IPs. 

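In the SVZ, neuroblast-like cells made up 50.7% of the kept adult cells (46.7–54.7%), 54.2% of the middle-aged cells (50.5–57.8%) and 49.3% of the aged cells (45.2–53.4%). TAP-like cells, which were kept out of the neuroblast-like class by limits on Mki67 and Gad1, made up 33.9% (30.2–37.8%), 32.5% (29.1–35.9%) and 26.3% (22.8–30.04%) of the SVZ cells. In the OB, neuroblast-like cells made up 17.0%, 17.5% and 17.1% of the kept cells at the 3 ages and TAP-like cells 3.97%, 7.72% and 2.14%, while astrocyte-like cells made up 44.8%, 56.7% and 65.7%. In the DG, excitatory progenitor-like cells made up 37.0% of the adult cells (32.8–41.4%), 3.61% of the middle-aged cells (2.48–5.06%) and 1.73% of the aged cells (0.474–4.37%).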

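The neuroblast-like cells split into clusters 1, 2 and 3 with 404, 377 and 364 cells, the TAP-like cells into clusters 7, 8, 14 and 16 with 235, 235, 123 and 69 cells, and the OPC-like cells into clusters 0, 4 and 9 with 499, 267 and 231 cells. The 3 neuroblast-like clusters also differed in depth, with medians of 4533.5, 2943 and 3861 UMIs per cell. None of the 10 leading genes of cluster 2, the shallowest of these, was on the fixed list of 11 neuroblast markers. Of these markers, 10 were detected in at least 20% of its cells. The number of clusters depended most on the resolution, with 18 clusters at a resolution of 0.5 and 35 at a resolution of 2.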

Interestingly, some clusters split into substates that were not previously described (Figure 1A), indicating that enrichment, by FACS, for neural progenitors aided in revealing their full heterogeneity.

Clusters with cells from neuronal lineages were selected for further downstream analysis (Figure 1K). We identified two differentiation trajectories from NSCs to mature IPs in the SVZ (Supplementary Figure 1d), one leading to IPs with a potential to generate inhibitory neurons and one to excitatory neurons as previously described (Sequerra et al., 2013). 

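No trajectory was computed from the counts here, and only the markers of both lineages are given. Gad1 was detected in 215 of the 611 SVZ TAP-like cells (35.2%, 31.4–39.1%; median 8806 UMIs). Eomes was detected in 8 of these TAP-like cells (1.31%, 0.567–2.56%) and in 10 of the 11 SVZ excitatory progenitor-like cells. The SVZ neural stem cell-like class held 47 adult, 52 middle-aged and 55 aged cells.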

We identified a unique NSC population in the OB, as previously reported (Defterali, 2021), initiating a trajectory leading to inhibitory neurons (Supplementary Figure 1e). 

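The OB held 4 cells of the SVZ neural stem cell-like cluster. Most glial cells of the OB fell into clusters 5 and 12, with 254 and 144 OB cells, and both were named astrocyte-like. Cluster 12 came almost entirely from the OB (144 of 146 cells) and held Gfap in 45.9% of cells, against 31.1% in cluster 5. The median depth was 3431 UMIs in cluster 12 and 4213 UMIs in cluster 5. In mature neuron-like cluster 17, which held 66 OB cells, Gad1 was detected in 83.8% of cells. Mature neuron-like cluster 21, with 23 cells all from the OB and a median of 9439 UMIs, held Gad1 in none, Eomes in 91.3%, Tbr1 in 56.5% and Slc17a6 in 82.6% of cells. Its 10 leading genes included Cck, Cdhr1, Nmb and Cbln2. Whether its cells arose from progenitors of the OB was not tested.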

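Of the 138 and 97 cells of the excitatory progenitor-like clusters 13 and 15, 131 and 93 came from the DG. Neurod1 was detected in 68.1% of the adult DG cells of this class (60.9–74.7%). No DG cell fell into neuroblast-like clusters 1, 2 and 3, and 11 DG cells fell into the TAP-like clusters, 8 adult and 3 middle-aged. Mature neuron-like cluster 23, with 14 of its 20 cells from the DG, held Slc17a6 in 80.0% of cells, while cluster 22, with 21 cells all from the DG, held Slc17a6 in none, Tbr1 in 33.3% and Gad1 in 52.4% of cells. The 10 leading genes of cluster 22 included Nrgn, Camk2b, Chn1 and Camk2a, and those of cluster 23 included Ndnf, Reln, Cxcl12 and Trp73. Whether the cells of clusters 22 and 23 arose from progenitors of the DG was not tested.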

In the DG, we identified a single trajectory leading to excitatory neurons (Supplementary Figure 1f).

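Mature neuron-like cells numbered 39, 40 and 16 in the adult, middle-aged and aged OB and 29, 7 and 0 in the DG, against a single middle-aged cell in the SVZ. Oligodendrocyte-like cells numbered 48, 12 and 2 in the OB, 14, 12 and 2 in the DG, and 9, 0 and 0 in the SVZ.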

As expected, from previous histological studies (Jurkowski et al., 2020), the cells from the DG distinctly separated from most cells in the SVZ or OB, and the majority of mature cells could be detected only in the OB or DG. 

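Neuroblast-like clusters 1, 2 and 3 held 344, 338 and 333 SVZ cells and 60, 39 and 31 OB cells. Of the TAP-like clusters, cluster 7 held 219 SVZ cells and 12 OB cells, and cluster 8 held 214 and 18. Excitatory progenitor-like clusters 13 and 15 held 7 and 4 SVZ cells and no OB cell. The OPC-like clusters were shared by all regions, with 114 SVZ cells and 16 OB cells.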

Most cell types at various maturity states identified in the SVZ were also detected in the OB, albeit to a lesser extent, and only a few SVZ and OB cells were clustered with DG cells (Figure 1L).

For each cluster where the population size remained consistent with age and there were sufficient cells in each age group to run the analysis, we performed the DEG analysis between adult and aged cells in the SVZ, OB, and DG separately (Figures 2A, B). We found only a few genes that were upregulated or downregulated in most aged cell types in the DG and SVZ and none in the OB. 

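The change of all genes with at least 50 UMIs over both ages was measured in each class with at least 30 cells in the adult and in the aged library. In SVZ neuroblast-like cells, 5% of the 6117 genes had an aged over adult log2 ratio under −0.49 and 5% had one above 0.62. Poisson counting alone, simulated with equal levels at both ages, gave −0.43 and 0.43. In SVZ TAP-like cells the same percentiles were −0.51 and 0.60 over 6948 genes, against −0.42 and 0.41 from counting alone. In SVZ neural stem cell-like cells, with 47 adult and 55 aged cells, they were −0.69 and 0.75 over 2572 genes, against −0.49 and 0.51. In OB astrocyte-like cells they were −0.70 and 0.66 over 2643 genes, against −0.50 and 0.48. In DG OPC-like cells they were −0.70 and 0.81 over 4670 genes, against −0.56 and 0.72. The minimum count moved these percentiles most, to −0.74 and 0.96 in SVZ neuroblast-like cells with at least 10 UMIs. Among genes with at least 100 UMIs, Hspa1a (2.92, 2.24–3.67), Ifi27 (2.12, 1.72–2.53) and Atf3 (2.03, 1.39–2.73) had the highest log2 ratios in aged SVZ neuroblast-like cells, and Hspa1a and Atf3 belong to the list of early-response genes. Gm10020, Gm8186 and Rpl27-ps3, annotated as processed pseudogenes on chromosomes 15, 17 and 18, had the lowest log2 ratios. In their sum the log2 ratio was −2.57 (−2.95 to −2.20) in SVZ neuroblast-like cells and −2.22 (−2.95 to −1.48) in DG OPC-like cells. From its tests between adult and aged clusters, the paper states that few genes changed in most cell types of the SVZ and DG and none in the OB.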

In the SVZ, none of these DEGs were universal for all cell types; while some were shared, others were unique. 

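Some of the genes labelled in Figure 2A were followed over the 4 SVZ classes that could be summed. Ifi27 (chromosome 12, 103434211 to 103440239) had an aged over adult log2 ratio of 2.13 in TAP-like cells (1.83–2.45), 2.13 in neural stem cell-like cells (1.56–2.74) and 0.94 in OPC-like cells (0.47–1.44). PISD had a log2 ratio of 1.81 in neuroblast-like cells (1.57–2.05), 1.53 in TAP-like cells (1.21–1.86) and 1.50 in neural stem cell-like cells (0.75–2.31), and in OPC-like cells it was 0.11 (−0.58 to 0.84), a change not detectable at this depth. The 3 processed pseudogenes Gm10020, Gm8186 and Rpl27-ps3 were lower together in all 4 classes, from −2.23 in TAP-like cells to −3.44 in OPC-like cells.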

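For 7 SVZ clusters, from neural stem cell-like cluster 11 over the TAP-like clusters 7, 8 and 14 to neuroblast-like clusters 1, 2 and 3, the aged over adult log2 ratios were correlated across genes between the clusters of each of the 21 pairs. Genes are not independent replicates, and counting error lowers these values. The highest values of Pearson's r were 0.382 for clusters 7 and 11 over 2391 genes and 0.381 for clusters 7 and 8 over 3376 genes. The r was 0.361 for clusters 8 and 11, 0.356 for clusters 1 and 8, and 0.266 for clusters 8 and 14. The lowest value was 0.171, for clusters 2 and 14 over 1553 genes. Counting error alone, simulated for each pair, gave at most 0.0846. All 7 clusters come from the same adult and aged libraries, so a difference between the pools or preparations can raise r in every pair. The simulation holds no such difference, so values above it cannot be credited to age.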

The panel of DEGs also differed between neighboring transient cell states, although a larger proportion was shared (Figure 2C).

**Figure 2:**
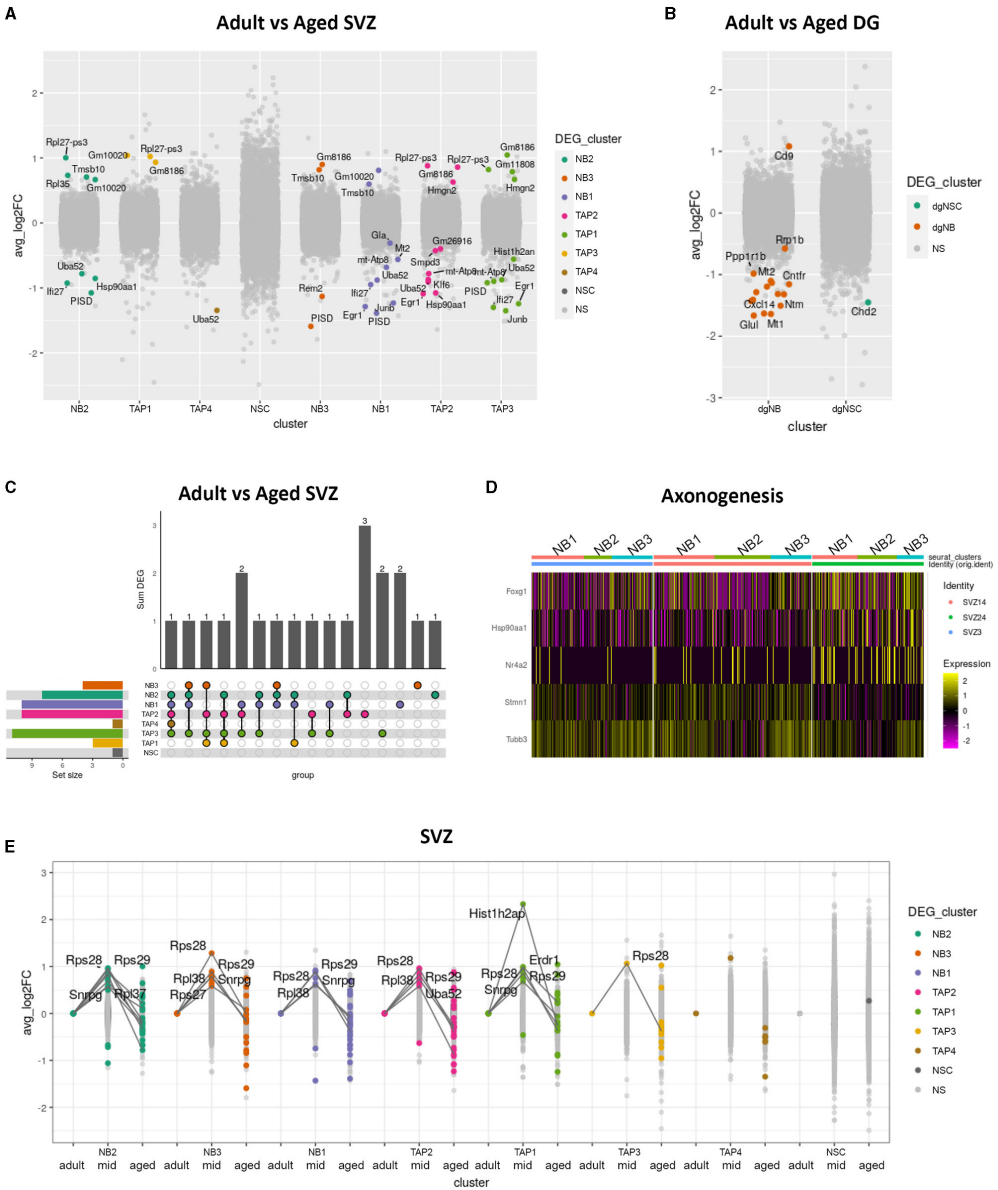
Differential gene expression in aged neurogenic niches. Boxplot showing differentially expressed genes (*p*_val_adj < 0.05) in color and average log fold changes of all genes between adult and aged clusters of the SVZ **(A)** and the DG **(B)**. Upset plot showing shared and unique differentially expressed genes between adult and aged clusters in the SVZ **(C)**. Heatmap showing differentially expressed genes between adult and aged SVZ clusters NB1, NB2, and NB3, combined for genes with the common gene ontology term “axonogenesis” **(D)**. Extreme point plot where lines highlight genes with expression max or min in the middle-aged group of different clusters in the SVZ and where colored dots indicate differential expression compared to adult **(E)**.

All non-cycling neuroblast clusters (NB1, NB2, and NB3) exhibited very similar gene expression profiles (Figure 2C) and shared DEGs with age. 

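Over genes, the summed profiles of neuroblast-like clusters 1, 2 and 3 had Pearson's r of 0.920 (clusters 1 and 2), 0.960 (1 and 3) and 0.960 (2 and 3), against 0.853, 0.752 and 0.782 for clusters 1, 2 and 3 with TAP-like cluster 8, 0.741, 0.660 and 0.682 with cluster 7, and 0.731, 0.578 and 0.641 with cluster 14. The r between the aged over adult log2 ratios of the same pairs of neuroblast-like clusters was 0.299, 0.319 and 0.295 across genes. Of the genes labelled for these clusters in Figure 2A, Tmsb10 had an aged over adult log2 ratio of −0.46, −0.59 and −0.52 in clusters 1, 2 and 3. The log2 ratio of Ifi27 was 2.10, 2.02 and 2.03, and that of Rpl27-ps3 was −2.02, −1.89 and −2.94, with 15, 9 and 10 aged UMIs.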

We, therefore, decided to digitally pool them together to achieve a more powerful DEG analysis, revealing several genes involved in axonogenesis, such as Tubb3, Stmn1, and Nr4a2, to be differentially expressed between age groups (Figure 2D). 

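The cells of neuroblast-like clusters 1, 2 and 3 were summed here as well, with 1308143 UMIs in the adult, 1404794 in the middle-aged and 1239333 in the aged SVZ. Tubb3 (chromosome 8, 123411424 to 123422015), which encodes a beta-tubulin, had 4001 CPM in adult, 3714 in middle-aged and 3161 in aged cells. Its aged over adult log2 ratio was −0.34 (−0.40 to −0.28). Stmn1 (chromosome 4, 134468320 to 134473843) had 6991, 7450 and 5871 CPM and a log2 ratio of −0.25 (−0.30 to −0.21). Nr4a2 (chromosome 2, 57106830 to 57124003) had 20, 34 and 71 UMIs, or 15.3, 24.2 and 57.3 CPM, and a log2 ratio of 1.91 (1.17–2.70). In clusters 1, 2 and 3 taken alone, the log2 ratio was −0.23, −0.36 and −0.24 for Tubb3 and −0.25, −0.23 and −0.27 for Stmn1. Without the limits on mitochondrial and ribosomal percentages, the log2 ratio of Nr4a2 was 1.55, and with the average log2 fold change of Seurat, chosen after the data had been seen, it was 0.41.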

Tubb3 is a major component of axons (Radwitz et al., 2022) and, along with Nr4a2 (Nurr1) and Stmn1, has been shown to promote neurite growth (Heng et al., 2012; Latremoliere et al., 2018; Kwon et al., 2020).

Next, we performed differential gene expression analysis between adult and middle-aged and between middle-aged and aged SVZ clusters. We detected several genes to have an expression maximum in the mid aged group that either dropped to, or below adult levels in the aged group (Figure 2E). This indicates that transcriptional changes occurring during aging are not always monotonic but dynamic. Many of these extreme-point genes coded for ribosomal proteins in the neuroblast clusters, while *Hist1h2ap*, a gene encoding a replication-dependent histone, was prominent in the TAP3 cluster of cycling IPs (Supplementary Figure 1b; Figure 2E).

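In the pooled SVZ neuroblast-like cells, the genes with the highest middle-aged over adult log2 ratio among those with at least 100 UMIs were Rpl10-ps3, Dusp4 and H1f0. Rpl10-ps3 had 31.3, 105 and 55.7 CPM in adult, middle-aged and aged cells, and H1f0 had 316, 698 and 462. Dusp4 had 27.5, 66.9 and 68.6 CPM, without a maximum at middle age. Pax6, Arrdc3 and Sf3b3 had the lowest ratios. Arrdc3 had 130.0 CPM in adult, 45.6 in middle-aged and 144 in aged cells, and Pax6 had 162, 39.2 and 59.7. Of the genes labelled in Figure 2E that encode no ribosomal protein, Snrpg had 713, 468 and 830.3 CPM, a middle-aged over adult log2 ratio of −0.61 (−0.75 to −0.46). Erdr1, which the annotation lists on chromosome Y as Gm47283, had 172, 89.0 and 136 CPM and a log2 ratio of −0.95 (−1.28 to −0.63).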

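Rps28 (chromosome 17, 33819027 to 33824562) had 2631 CPM in adult, 1567 in middle-aged and 3131 in aged SVZ neuroblast-like cells. Its middle-aged over adult log2 ratio was −0.75 (−0.83 to −0.67), and −0.67, −0.96 and −0.76 in clusters 1, 2 and 3. Rps29 (chromosome 12, 69157722 to 69159186) had 2878, 1748 and 3163 CPM, and Rpl38 (chromosome 11, 114668524 to 114672331) had 1981, 1398 and 2250.4. The log2 ratio was −0.72 (−0.79 to −0.65) for Rps29, −0.50 (−0.59 to −0.42) for Rpl38, −0.30 for Rps27 and −0.37 for Rpl37. Over the 77 ribosomal protein genes with enough UMIs, the median middle-aged over adult log2 ratio was −0.01, at the 5.22 percentile of 10000 random lists of matched expression. It was 0.00 in TAP-like cells (percentile 0.47) and −0.10 in neural stem cell-like cells (percentile 0), and in TAP-like cells its sign changed, to −0.00, when ribosomal and mitochondrial UMIs were left out of the totals. Rps28, Rps29 and Rpl38 together had a log2 ratio of −0.67 (−0.71 to −0.62) in SVZ neuroblast-like cells and also of −0.71 (−0.97 to −0.44) in the OPC-like cells of the SVZ. Hist1h2ap (chromosome 13, 21833026 to 21833507) had 1186, 242 and 1392 CPM in adult, middle-aged and aged cells of TAP-like cluster 7, a middle-aged over adult log2 ratio of −2.29 (−2.51 to −2.08). In all SVZ TAP-like cells the log2 ratio of Hist1h2ap was −2.21 (−2.41 to −2.02), from 1086 UMIs in adult, 284 in middle-aged and 1018 in aged cells.

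**Figure D1:**
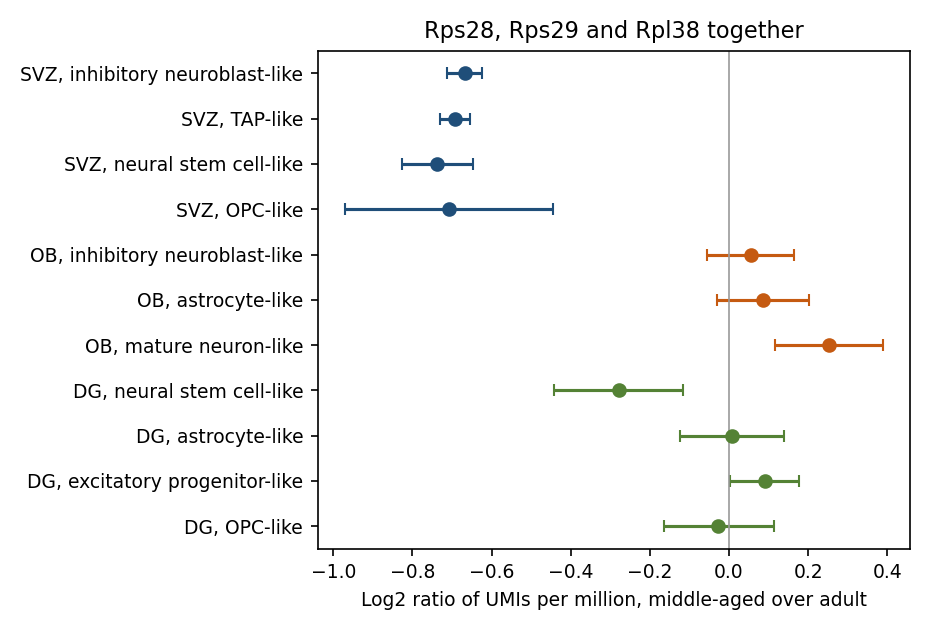
Log2 ratio of the CPM of Rps28, Rps29 and Rpl38 together, middle-aged over adult, in each class and region (points, with exact 95% intervals as bars). The 4 SVZ classes lie between −0.74 and −0.67, and the OB and DG classes between −0.28 and 0.25.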

In summary, aging leads to only a few differentially expressed genes in IPs, with some unique to specific cell types and some shared, but none universal. Despite the small changes, our data indicate that transcriptional changes during aging can be non-monotonic and that aged neuroblasts differentially express genes involved in axon development.

### 3.2 Excitatory neuron progenitors in the SVZ and DG decrease faster during aging than inhibitory neuron progenitors

NSCs in the adult DG primarily form excitatory neurons, while SVZ neurogenesis mainly produces inhibitory interneurons (Lledo et al., 2006). Having established that DG and SVZ IPs have different gene expression profiles and rarely share aging-related transcriptional changes, we next assessed if aging affects neural progenitor heterogeneity.

To investigate IP heterogeneity during aging, we used clusters generated from digitally pooled samples (Figure 1A) and identified neural progenitors fated for different neuronal subtypes based on previously identified genes. We used Gad1 (Gad67) and St18 [identified here, and known to regulate inhibitory neuron fate (Nunnelly et al., 2022)] to highlight IPs set to become inhibitory interneurons and Eomes (Tbr2), Tbr1 and Slc17a6 (Vglut2) for IPs set to become excitatory neurons. 

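Eomes (chromosome 9, 118478212 to 118486132) was detected in 134 of the 188 adult DG excitatory progenitor-like cells (71.3%, 64.2–77.6%). In the same cells, Tbr1 (chromosome 2, 61802930 to 61814114) was detected in 69 (36.7%, 29.8–44.0%), Slc17a6 in 21 (11.2%, 7.05–16.6%) and Gad1 in 1, at a median of 6454.5 UMIs per cell. Gad1 (chromosome 2, 70553072 to 70602014) was detected in 708 of the 1015 SVZ neuroblast-like cells (69.8%, 66.8–72.6%), and St18 in 129 (12.7%, 10.7–14.9%). Eomes was detected in 1 of these 1015 cells and Tbr1 and Slc17a6 in none, with an exact upper limit of 0.363%. For comparison, 26 of the 114 SVZ OPC-like cells held Gad1 (22.8%, 15.5–31.6%; median 5245 UMIs) and none held Eomes.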

Excitatory markers were clearly expressed in DG IPs in contrast to the majority of SVZ IPs that instead expressed Gad1. However, when separating the two neurogenic regions, we found that a small fraction of SVZ IPs clustered with DG IPs and expressed markers for excitatory neurons (Figure 3A). This previously described subpopulation of neural progenitors (Sequerra et al., 2013) has not been well studied in the context of aging.

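In the SVZ, 10 adult cells and 1 middle-aged cell fell into the excitatory progenitor-like clusters that the DG cells formed, and no aged cell did. Of the 10 adult cells, 9 held a UMI of Eomes, 4 of Tbr1, 4 of Slc17a6 and none of Gad1 or St18, at a median of 7093.5 UMIs. The middle-aged cell held Eomes, Tbr1 and Slc17a6.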

**Figure 3:**
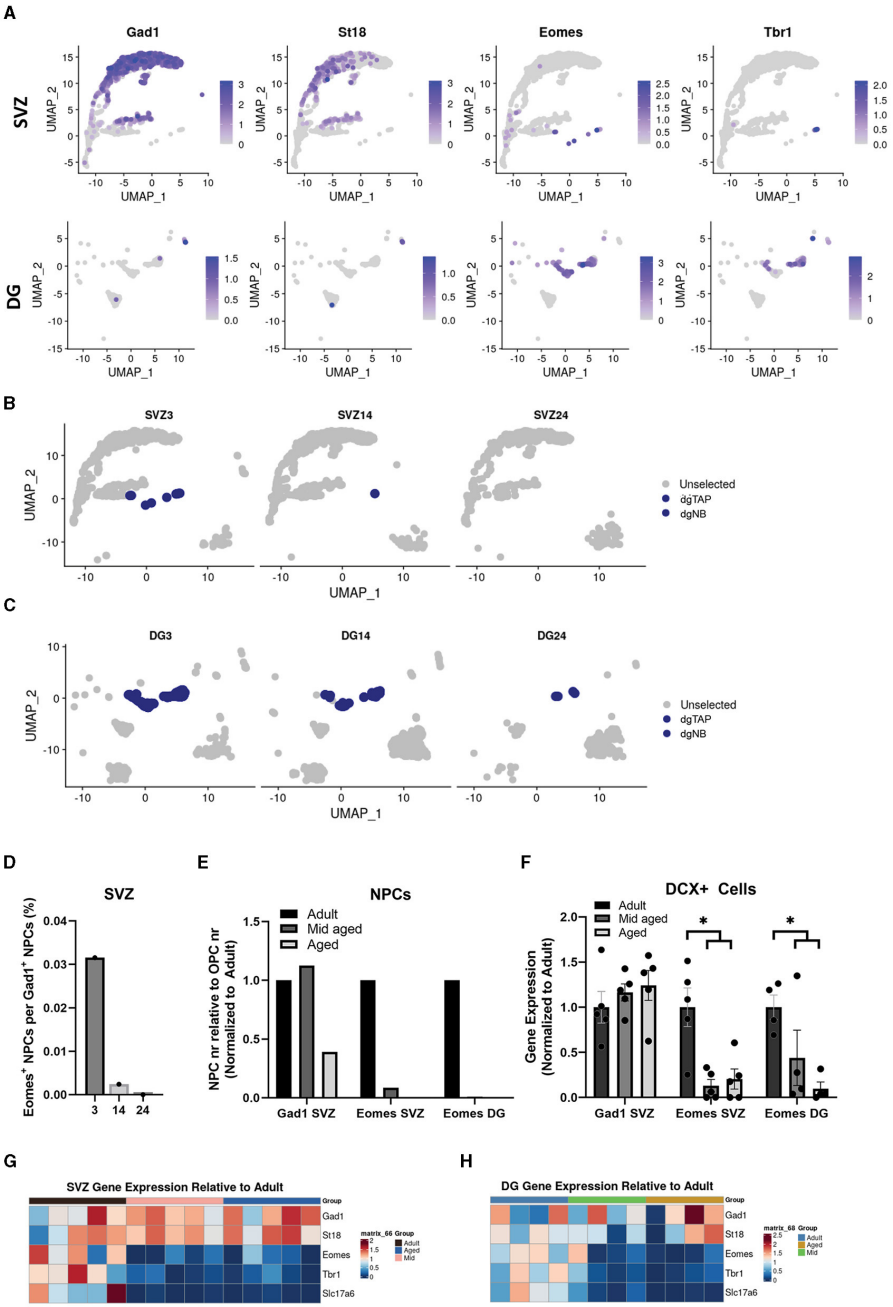
Excitatory neuron progenitors in the SVZ and DG decrease faster during aging than inhibitory neuron progenitors. Uniform manifold approximation and projection (UMAP) showing expression of common markers for inhibitory neurons, Gad1 and St18, and for excitatory neurons, Eomes and Tbr1, in the SVZ and DG **(A)**. Cluster dgTAP and dgNB highlighted in different age groups of the SVZ **(B)** and DG **(C)**. Quantification of cells in non-cycling cell populations expressing either Eomes (cluster dgTAP and dgNB) or Gad1 (cluster NB1, NB2, and NB3) in the SVZ, represented as a ratio **(D)**, and in the SVZ and DG represented as relative to OPCs and normalized to adult **(E)**. Gene expression normalized to adult of Gad1 and Eomes in bulk sequencing samples, *Adjusted *p*-value of < 0.05, with DESeq2, of adult samples compared to a combined group of middle-aged and aged samples **(F)**. Heatmap showing gene expression of common markers for inhibitory neurons, Gad1 and St18, and for excitatory neurons, Eomes, Tbr1, and Slc17a6, from different bulk samples relative to mean adult in the SVZ **(G)** and DG **(H)**.

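OPC-like cells numbered 25 in the adult, 29 in the middle-aged and 60 in the aged SVZ, or 4.0% (2.61–5.85%), 3.84% (2.59–5.47%) and 10.2% (7.90–13.0%) of the kept cells. In the DG they numbered 42, 639 and 186, or 8.27% (6.02–11.01%), 72.1% (69.0–75.1%) and 80.5% (74.8–85.4%). In the OB, 7, 7 and 2 OPC-like cells were kept. Each share depends on how many cells of the other classes passed the sort and the limits.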

The number of OPCs has shown to remain fairly constant during aging (Wang et al., 2020), while other large populations in our dataset varied. We, therefore, used OPCs as a reference to analyze how the SVZ and DG IP populations changed in size with aging. Interestingly our single cell data suggested that the population of Eomes (Tbr2) positive IPs, in both neurogenic regions, decreased more rapidly with age compared to IPs positive for Gad1 (Figures 3B–E).

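In the SVZ, the number of excitatory progenitor-like cells per 100 neuroblast-like cells was 3.15 in adult (1.50–5.88; 10 against 317 cells) and 0.244 in middle-aged mice (0.00618–1.37; 1 against 409). It was 0 against 289 cells in aged mice, which allows up to 1.28. By single genes in place of clusters, counting non-cycling cells with Eomes and without Gad1 against cells with Gad1 and without Eomes, the adult value was 4.35 and the middle-aged value 0.949, the largest move under the settings tried. Neuroblast-like cells per OPC-like cell of the SVZ were 12.7 in adult, 14.1 in middle-aged and 4.82 in aged mice. Relative to adult, this ratio was 1.11 (0.611–2.01) in middle-aged and 0.380 (0.222–0.635) in aged mice, with exact intervals from the 2 by 2 table of cells. Excitatory progenitor-like cells per OPC-like cell of the SVZ were, relative to adult, 0.0862 (0.00192–0.702) in middle-aged mice. In aged mice the value was 0, which allows up to 0.208. By single genes in place of clusters, the middle-aged value was 0.290 (0.0472–1.30), an interval that includes 1. In the DG, 188 adult, 32 middle-aged and 4 aged excitatory progenitor-like cells gave 4.48, 0.0501 and 0.0215 cells per OPC-like cell. Relative to adult, these were 0.0112 (0.00666–0.0187) and 0.00480 (0.00125–0.0138). With all kept cells in place of OPC-like cells as the reference, the aged SVZ neuroblast-like cells were at 0.972 relative to adult (0.796–1.19). With astrocyte-like cells they were at 2.28 (0.369–24.1), over 5 adult and 2 aged astrocyte-like cells. Both intervals include 1. From its ratios of cell numbers, the paper proposes that Eomes-positive IPs decreased faster with age in both regions than Gad1-positive IPs.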

To test this statistically, we sorted GFP-positive cells from adult, middle-aged, and aged SVZ of Dcx-GFP mice, performed bulk mRNA sequencing, and analyzed markers specific for the different IP populations. Our bulk data, indeed, showed that the expression of Eomes (Tbr2), Tbr1, and Slc17a6 (Vglut2) decreased more rapidly with age in the SVZ and DG compared to Gad1 and St18 in the SVZ (Figures 3F–H).

In summary, our RNA expression data suggest that the number of IPs set to become excitatory neurons, regardless of the neurogenic region, decreases faster during aging than that of IPs set to become inhibitory interneurons.

### 3.3 A distinct population of neuroblasts in the aged SVZ acquires an expression profile related to immune responses

Having shown that most aged neural progenitors retain their expression profiles with minor differences, while the composition of neuronal progenitor subtypes changes, we next investigated whether any IPs acquire new cellular identities during aging. Concomitant with decreased neurogenesis, inflammation in the brain increases (Ferrucci and Fabbri, 2018). However, it is unknown whether aged IPs change their gene expression related to immune responses and whether such changes are global or selective.

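An immune response was read from the 10 genes labelled in Figure 4C, which are Usp18, Oasl2, Rtp4, Lgals9, Ifit1, Irf7, Iigp1, Isg15, Ddx60 and Rsad2. Since a cluster formed by these genes cannot measure them, neuroblast-like cells with UMIs of at least 2 of the genes were counted, whatever their cluster. In the SVZ these were 1 of 317 adult cells (0.315%, 0.00799–1.74%), 18 of 426 middle-aged cells (4.23%, 2.52–6.60%) and 39 of 315 aged cells (12.4%, 8.95–16.5%). The median depths of the neuroblast-like cells were 4011, 3366 and 4118 UMIs. With each cell thinned to 1500 UMIs, and 3, 11 and 2 shallower cells left out, the shares were 0.318%, 2.65% and 6.07% (3.69–9.32%). With each cell thinned to 3000 UMIs, they were 0.391%, 4.48% and 12.4%, with 61, 158 and 49 cells left out. A rule of at least 1 gene moved the aged share most, to 24.8%. In OPC-like cells of the SVZ, 0 of 25 adult, 0 of 29 middle-aged and 9 of 60 aged cells (15.0%, 7.10–26.6%) met the rule, at median depths of 5215, 4684 and 5483 UMIs. Thinned to 1500 UMIs, 1 of 60 aged OPC-like cells met the rule (1.67%), and thinned to 3000 UMIs, 4 of 59 (6.78%). In the OB, 0 of 47 adult neuroblast-like cells (up to 7.55%), 1 of 59 middle-aged cells (1.69%) and 0 of 24 aged cells met the rule. The aged OB cells allow a share of up to 14.2%, which includes the share of the aged SVZ. Without a percentage limit, 0 of 51 aged OB cells (up to 6.98%, median 2478 UMIs) and 11.9% of the aged SVZ cells (8.89–15.4%, median 3850 UMIs) met the rule. No DG cell fell into the neuroblast-like class, which rests on markers of inhibitory neuroblasts. Excitatory progenitor-like cluster 13, with 131 of its 138 cells from the DG, held Dcx in 79.0% and Mki67 in 4.35% of cells. The rule was not applied to these cells, so the DG was not examined for such a response in its own neuroblasts. Cluster 19, which was named immune-response neuroblast-like from the same genes, held 43 cells, all from the SVZ, with 0 adult, 17 middle-aged and 26 aged cells. It held 15 of the 18 middle-aged and 26 of the 39 aged cells that met the rule. Of these 18 middle-aged cells, 1 held a UMI of Xist, against 179 of the other 408 neuroblast-like cells.

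**Figure D2:**
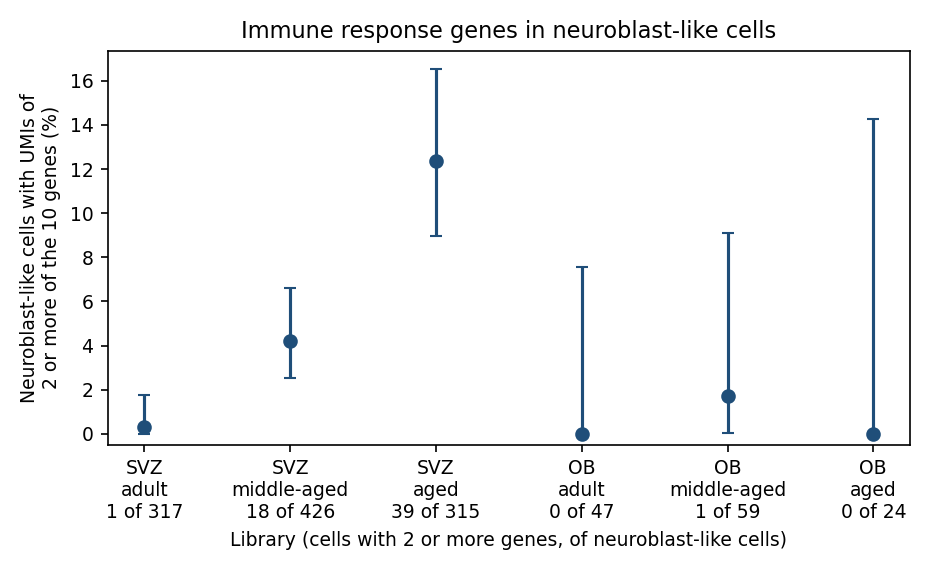
Percentage of neuroblast-like cells with UMIs of at least 2 of the 10 genes in each SVZ and OB library (points, with exact 95% binomial intervals as bars). The SVZ shares are 0.315%, 4.23% and 12.4%, and the interval of the aged OB, with 24 cells, reaches above the aged SVZ share.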

Since we did not find any major age-related gene expression differences in clusters where population size was unchanged (Figures 2A, B), we decided to analyze cluster NB4 that clearly increased in size in the SVZ with age (Figures 4A, B) and was not detectable at any age in either OB or DG. 

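To find affected cells without using the 10 genes themselves, neuroblast-like cells of the SVZ with UMIs of at least 2 genes of a separate list of 23 interferon response genes, such as Ifit3 and Bst2, were set against the other neuroblast-like cells. This list selected 4 adult, 16 middle-aged and 38 aged cells. The genes Usp18, Oasl2, Rtp4, Lgals9, Ifit1, Irf7, Iigp1, Isg15, Ddx60 and Rsad2 together had 14.6 UMIs per 10000 in the selected aged cells (12.9–16.4) against 0.790 in the others, a ratio of 18.4 (14.5–23.6). In middle-aged mice they had 21.2 UMIs per 10000 (17.9–24.98) against 0.356, a ratio of 59.5 (42.9–83.9). In adult mice the 4 selected cells held 8 UMIs and the others none, a ratio with an exact lower limit of 91.9. By gene, the ratio in aged mice was lowest for Usp18, at 8.30 (5.45–12.7). It was also below 18.4 for Oasl2, at 11.2 (6.82–18.8), and Ddx60, at 12.1 (1.74–134). The ratio was 23.3 for Rtp4 (12.1–48.3) and 34.9 for Ifit1 (11.9–139). Isg15 had 34 UMIs in the selected cells and none in the others, a ratio with an exact lower limit of 53.0. The selected cells were deeper, with medians of 5165 UMIs against 4047 in aged and 4115.5 against 3340 in middle-aged mice. When at least 3 genes of the list were needed, the ratio was 15.4 in aged and 57.2 in middle-aged mice, and in adult mice 1 cell held 7 of the 8 UMIs.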

Interestingly, compared to Gad1+ IPs (NB1, NB2, and NB3), NB4 exhibited a gene expression pattern similar to neuroblasts but with several upregulated genes involved in innate immune responses and responses to external biotic stimuli (Figure 4C). 

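Usp18 (chromosome 6, 121245906 to 121270917) was detected in 2 of 317 adult (0.631%), 10 of 409 middle-aged (2.44%) and 26 of 289 aged SVZ cells (9.00%, 5.96–12.9%) of neuroblast-like clusters 1, 2 and 3. These cells held 4, 12 and 37 UMIs of Usp18, an aged over adult log2 ratio of 3.29 (1.81–5.24). In SVZ TAP-like cells, Usp18 had 5.66, 9.81 and 27.5 CPM and was detected in 1.42%, 4.49% and 13.6% of cells. In OB astrocyte-like cells it had 3.93, 10.2 and 21.0 CPM. In OPC-like cells, it was detected in 0 of 25, 0 of 29 and 4 of 60 SVZ cells and in 1 of 42, 12 of 639 and 8 of 186 DG cells of the 3 ages.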

By exploring the differentially expressed genes (Supplementary Table 1), we found Usp18 (Ubiquitin Specific Peptidase 18) to be highly enriched in cluster NB4 and also detected its presence to a greater extent in other cells from aged samples (Figure 4D). Usp18 is induced by viral infection and type I interferons and inhibits apoptosis (Malakhova et al., 2006; Diao et al., 2020). In addition, we found Lgals9 (Galectin-9), a suppressor of T-cells (Yang et al., 2021), to be specific to cluster NB4 (Figure 4E). Therefore, we analyzed Usp18 and Lgals9, along with other top genes defining cluster NB4 (Supplementary Table 1), in our SVZ bulk data and found an increased expression of most of these immune response genes in the SVZ from the middle-aged and aged samples compared to those in adult samples (Figures 4F, G).

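Lgals9 (chromosome 11, 78962974 to 78984946) had 10 UMIs in the 38 aged SVZ neuroblast-like cells with interferon response genes and 3 in the other 277, a ratio per UMI of 20.2 (5.21–114). In middle-aged mice it had 7 UMIs in 16 such cells and 2 in the other 410, a ratio of 72.3 (13.8–714). No UMI of Lgals9 was found in the cells of neuroblast-like clusters 1, 2 and 3 of the SVZ at any age, with an exact upper limit of 1.27% of the aged cells. Outside the neuroblast-like clusters, Lgals9 was detected in 5 of 245 middle-aged and 2 of 154 aged SVZ TAP-like cells, in 3 of 60 aged SVZ OPC-like cells and in 1 of 55 aged SVZ neural stem cell-like cells. In the DG it was detected in 3 of 29 aged neural stem cell-like cells and in 1 of 639 middle-aged and 3 of 186 aged OPC-like cells. In the OB it was found in 1 of the 59 middle-aged neuroblast-like cells and in 2 of 191 middle-aged and 1 of 92 aged astrocyte-like cells. From the genes enriched in the cluster, the paper concludes that these neuroblasts carry an immune response profile.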

**Figure 4:**
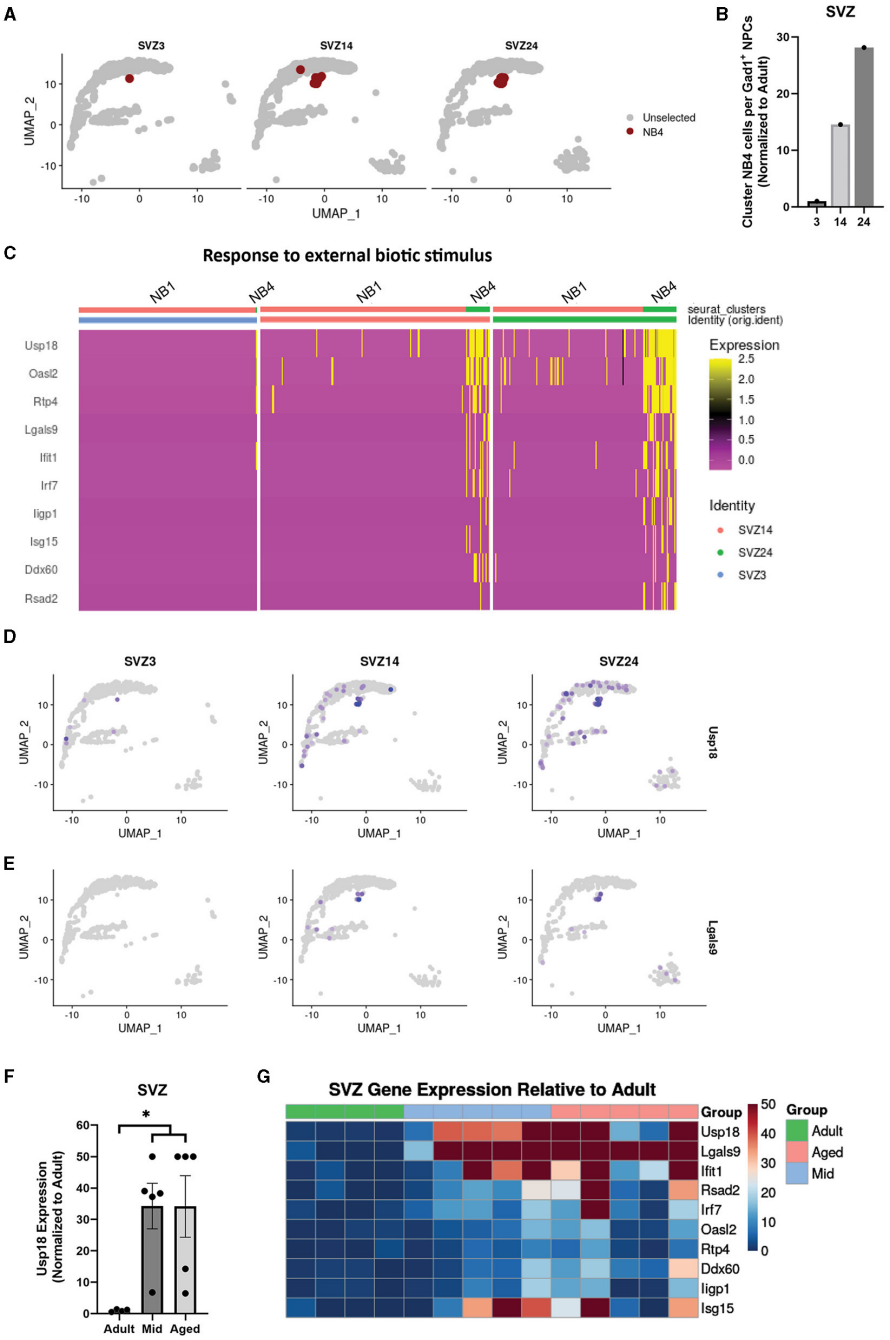
A distinct population of neuroblasts in the aged SVZ acquires an expression profile related to immune responses. Uniform manifold approximation and projection (UMAP) highlighting cluster NB4 in different age groups of the SVZ **(A)**. Quantification of cells in cluster NB4 and non-cycling cell populations expressing Gad1 (clusters NB1, NB2, and NB3) in the SVZ, represented as a ratio **(B)**. Heatmap showing differentially expressed genes between cluster NB4 and a combined cluster of NB1, NB2, and NB3 for genes with the common gene ontology term “response to external biotic stimuli,” all related to immune response **(C)**. Uniform manifold approximation and projection (UMAP) showing expression of genes defining cluster NB4 in the SVZ, Usp18 **(D)** and Lgals9 **(E)**. Gene expression of Usp18 normalized to adult in bulk sequencing samples of the SVZ, *p.adj of < 0.05, with DESeq2, of adult samples compared to a combined group of middle-aged and aged samples **(F)**. Heatmap showing gene expression of top defining genes of cluster NB4 from different bulk samples relative to mean adult in the SVZ **(G)**.

In summary, a large portion of IPs in the aged neurogenic niches exhibit only minor changes in gene expression that can be linked to immune responses, while a small selection of IPs in the SVZ not detected in the OB acquire a distinct expression profile related to immune responses.

## 4 Discussion

In this study, we generated a unique dataset and performed the first detailed transcriptional analysis of highly enriched IPs from the primary murine neurogenic niches during aging. The single-cell sequencing data are supported by bulk sequencing data to include biological variance; however, they did not yield individual animal resolution due to the challenges in obtaining a sufficient number of purified IPs from single animals.

We demonstrated that most aged IPs undergo only minor transcriptional changes, some of which are non-linear, cell-type specific, or shared, but none are universal. In addition, we found that neuroblasts set to become excitatory neurons decreased faster than IPs set to become inhibitory neurons in both neurogenic niches. Furthermore, some progenitors in the aged SVZ, not present in the OB or adult animals, showed a strong immune reactive expression profile.

Aging is a heterogeneous process that varies between individuals (Somel et al., 2006; Lowsky et al., 2014) and has been reported to drive transcriptional paths differently between cell types (Ximerakis et al., 2019). We found that aging affect gene expression differently not only between cell types but also between transient cell states of neuroblasts, albeit to a lesser extent. This indicates that the currently active transcriptional program is responsible for determining which genes are vulnerable to aging-induced expression changes. Epigenetic regulation could potentially explain these findings as DNA methylation, histone modification, chromatin remodeling, non-coding RNA regulation, and RNA modification all participate in the aging process (Wang et al., 2022) and have the potential to project transcriptional changes differently, based on the currently active program.

As anticipated based on the previous literature, we observed differentiation trajectories from NSCs to excitatory neurons in the DG, to both inhibitory and excitatory neurons in the SVZ, and only to inhibitory neurons in the OB. The NSC population and the subsequent differentiation to inhibitory neurons in the OB represent an intriguing area of study because it has received less attention. This process might be differentially affected by aging as compared to neurogenesis occurring in the SVZ. However, our experiments were designed to analyze neuroblasts, not NSCs and neurons; therefore, our data do not have enough power to make any solid conclusions regarding OB NSCs, which should be addressed in separate studies.

Interestingly, we found a few genes, mainly ribosomal, that exhibited non-monotonic changes during aging, with maximum expression in the middle-aged group of several cell types in the SVZ. The increased expression of ribosomal genes in the middle-aged group reverted to adult levels in aged animals. Alterations in the ribosomes in middle age can potentially lead to a translation imbalance, contributing to the development of aging phenotypes. Such patterns can also be an attempt to rescue or compensate for aging phenotypes before they become detrimental.

A previous study of the SVZ used bulk RNA sequencing to detect non-monotonic changes during aging. This study found that the expression of most genes exhibited such patterns, with both the minimum and maximum levels of gene expression occurring at 18 months (Apostolopoulou et al., 2017). However, bulk sequencing reflects cell type abundance and expression of the same gene in different cell types, which can be regulated in different directions during aging (Ximerakis et al., 2019). Our data confirm that non-monotonic changes can occur but suggest that they are less common and not often universal.

In most aged SVZ neuroblasts, we detected only a few transcriptional changes, some of which were involved in axonogenesis. This finding suggests that most aged neuroblasts still have the potential to generate functional neurons, possibly with altered axon development. Supporting this observation, others have reported that new DG neurons can integrate into the old brain, albeit with compromised dendrite development (Trinchero et al., 2017). Among the upregulated genes in aged neuroblasts, Foxg1 suppresses differentiation (Martynoga et al., 2005) and decreases with maturation (Miyoshi and Fishell, 2012), while Tubb3, which is downregulated in aged neuroblasts, promotes differentiation (Cao et al., 2017) and increases with maturation until it peaks (Hausrat et al., 2021). This observation suggests slower maturation of aged SVZ neuroblasts compared to their adult counterparts. Foxg1 has also been reported to assist in directing toward certain neuron subtypes through Nr4a2 (Ba et al., 2023) and to shift toward a GABAergic inhibitory neuron identity (Mariani et al., 2015). This suggests that neuroblasts in the aged SVZ may produce different composition of neuron subtypes compared to adult neuroblasts.

NSCs in the adult DG and SVZ predominantly produce different types of neurons (Jurkowski et al., 2020). However, it has been suggested that a minor population of spatially defined NSCs in the SVZ give rise to excitatory neurons (Sequerra, 2014) similar to those generated in the DG. Our data showed that IPs of excitatory neurons decrease more drastically in both neurogenic regions, as previously indicated in the DG (Galvan and Jin, 2007). This finding suggests that the differences in aging-related neurogenic decline between the SVZ and that DG are not due to major regional tissue differences but are rather due to cell-type specific and dependent on cell-intrinsic transcriptional programs. Future studies should assess whether SVZ NCSs that give rise to excitatory progeny are more similar to DG NSCs, whether their activity decreases or changes as they age, whether they start generating progenitors with inhibitory potential, or whether neuroblasts with excitatory potential are pushed toward an inhibitory identity in the aged SVZ. As our observations are based purely on single-cell transcriptomic changes, which were validated using bulk data, it is important to develop robust methods to detect these and other discrete populations at the protein level *in vivo*.

While most IPs only acquired minor changes with age, we found a population of neuroblasts that displayed a strong immune-responsive gene expression profile appearing in the middle-aged and aged SVZ. This population is defined by Lgals9 expression, which is increased in all middle-aged and aged biological SVZ samples. This population was not detected in the OB, which strongly suggests that these neuroblasts, for unknown reasons, are inhibited from reaching their destination and mature into new neurons. This process could potentially be a mechanism to select for healthy neuroblasts, yet it could also be an adverse reaction due to an altered inflammatory milieu in the neurogenic niche.

While most IPs only underwent minor changes with age, we found a population of neuroblasts in the aged SVZ displaying a strong immune-responsive gene expression profile that appeared in middle-aged and aged samples. This population, defined by Lgals9 expression, was increased in all middle-aged and aged SVZ samples and was not detected in the OB, suggesting that these neuroblasts are inhibited from reaching their destination and maturing into new neurons. This inhibition could potentially be a mechanism to select for healthy neuroblasts but could also be an adverse reaction to an altered inflammatory milieu in the neurogenic niche.

It has been previously reported that an inflammatory environment modulates NSC stemness through TNF-α (Belenguer et al., 2021). TNF-α expression increases in the aged neurogenic niche, contributing to reduced neurogenesis (Fonseca et al., 2016). 

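The fixed gene lists were summed over the SVZ neuroblast-like cells of clusters 1, 2 and 3. The TNF list of 15 genes, such as Tnfrsf1a, Nfkbia and Icam1, had 268 UMIs in adult, 296 in middle-aged and 269 in aged cells. Its log2 ratio was 0.04 (−0.20 to 0.28) for middle-aged over adult and 0.08 (−0.17 to 0.33) for aged over adult, so no change was detectable at this depth. The interferon list had 40, 66 and 122 UMIs. Its log2 ratio was 0.62 (0.03–1.22) for middle-aged over adult and 1.69 (1.16–2.24) for aged over adult. These sums leave out the immune-response neuroblast-like cluster. In TAP-like cells of the SVZ, the aged over adult log2 ratio was 2.48 for the interferon list and 0.04 for the TNF list.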

We did not observe any signs of altered TNF-α signaling in neuroblasts; instead, our data indicated altered interferon signaling, which, like TNF-α, is suggested to preserve stemness and restrict differentiation (Sato et al., 2020; Ibañez et al., 2023). Although limited data exist on neuroblasts, the observed interferon-related immune response may have a similar effect, contributing to fewer neuroblasts differentiating into mature neurons. In addition, we cannot exclude the possibility that the observed effects on neuroblasts are mediated through TNF-α signaling on parental NSCs, which is carried over to differentiating neuroblasts.

The immune response in neuroblasts could be triggered by increased infiltration of immune cells from the periphery. Supporting this idea, T-cell infiltration into the SVZ increases with age (Dulken et al., 2019; Zhang et al., 2022b), and Lgals9 acts as a suppressor of T-cells (Yang et al., 2021). This likely contributes to the reduced number of new neurons in the aged OB. It would be interesting to experimentally ablate infiltrating immune cells, specifically T-cells, to analyze if the reactive neuroblast population still appears in the aged SVZ. Furthermore, understanding whether this population is long-lived and has functional implications on neighboring cells is crucial. Previous studies have shown that removing senescent cells can lead to rejuvenation (Zhang et al., 2022a), making it appealing to further study and attempt to deplete this immune-reactive neuroblast population.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE261459, which can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261459.

## Ethics statement

The animal study was approved by Malmö/Lund Ethics Committee on Animal Testing at the Lund District Court. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JF: Writing – original draft, Writing – review & editing, Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Project administration, Resources, Validation, Visualization. SL: Conceptualization, Data curation, Formal analysis, Writing – original draft, Writing – review & editing. MS: Investigation, Writing – original draft, Writing – review & editing. SS: Data curation, Resources, Writing – original draft, Writing – review & editing. HA: Conceptualization, Funding acquisition, Project administration, Resources, Supervision, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

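Cells with Dcx-GFP signal were sorted by the authors from the SVZ, OB and DG of mice aged 3, 14 and 24 months, and 1 droplet-based 3′ library was made for each region and age from the pooled tissue of 4 to 5 mice. The authors made the deposited values with Cell Ranger 3.0.2, and each value is a raw count of UMIs for 1 gene in 1 cell barcode, without normalization. The values were integers, and the lowest total per barcode was 500 UMIs. The bulk samples of the study were not used here. Each region and age has a single library, so no test between ages was run, and cells were not treated as replicates.

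The cells were filtered at the limits of the paper's methods, with 75 to 4000 detected genes, at most 1.5% mitochondrial and at most 15% ribosomal signal of the log-counts, and without cells that held both Cx3cr1 and Aif1. Size factors were computed over all 9 libraries together with scran 1.30.0 and scater 1.30.1 in R 4.3.3. Clustering used Seurat 5.3.0 with 2000 variable genes, 20 principal components, 10 neighbours and a resolution of 1. Doublets were called for each library with Scrublet in scanpy 1.11.5 at an expected rate of 0.01, and were kept for the reported values. All counts were summed and compared in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and the figures were drawn with matplotlib 3.10.9.

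A cluster took the name of the class with the highest mean fold of its markers over the other cells, among classes with at least 3 markers in at least 20% of its cells. Clusters with Eomes in at least 40% of cells were named excitatory progenitor-like, unless their markers had given the name mature neuron-like, as in cluster 21. Inhibitory neuroblast-like clusters with Mki67 in at least 20% of cells, or with Gad1 in less than 50%, were named TAP-like when at least 3 TAP markers were detected. A cluster with at least 3 of the 10 genes of Figure 4C among its 10 leading genes was named immune-response neuroblast-like. A cluster stayed unnamed when its leading genes held more markers of another class than of its own. The marker lists were fixed beforehand, and the percentages were set after the clusters had been seen.

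Log2 ratios between ages were computed from summed UMIs with a pseudocount of 0.5 for tables of all genes and without one for exact intervals, for genes with at least 50 UMIs over both sums and classes with at least 30 cells per library. Single genes and gene lists were also summed in smaller classes, mostly with at least 20 cells per library, such as the 25 adult OPC-like cells of the SVZ. The spread that counting alone gives was simulated by a binomial split of the UMIs of both ages at equal levels, in 100 pairs of sums. Gene lists were compared as summed UMIs, and the ribosomal protein genes also as a median set against 10000 random lists drawn from the 50 nearest genes by expression. The lists were 23 interferon response genes, 15 TNF genes, 17 early-response genes, 6 genes of the sex chromosomes, the 80 ribosomal protein genes, and the S phase (43) and G2/M (54) genes of Seurat. A count of 0 was given its exact upper limit. For shares of cells across depths, cells were also thinned to 1500 and to 3000 UMIs. The genes named are those that the paper names in its text or labels in Figures 1 to 4, the 3 highest and 3 lowest of each comparison of pooled SVZ neuroblast-like cells with at least 100 UMIs and an absolute log2 ratio of at least 1, members of the lists and 4 leading genes of cluster 22, and some of them are not used here. Coordinates are those of GENCODE vM21 for GRCm38.

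The steps were tested on simulated data, in which 200 of 6096 genes of the aged over adult comparison of SVZ neuroblast-like cells were changed by 1 or 2 log2 units. The direction was right for 100% of them, with medians of 1.01 and −1.00 for changes of 1 unit, and 94.0% of their intervals covered the true change. Of the intervals of the 5896 unchanged genes, 95.6% covered 0. The simulated sums were Poisson draws, the model on which the intervals rest, so this coverage was built in. They hold no variation between cells, so they check the computation and not the width of the intervals for real cells. A list of 77 genes shifted by 0.2 was found with a median of 0.16, above all random lists.

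The alternatives tried were the percentages of UMI counts or no percentage limit, the removal of doublets, a resolution of 0.5 or 2, 30 components, 20 neighbours, variable genes from the UMI counts, classes from single genes, other reference cells, other rules for the immune response, centring on the median, totals without ribosomal and mitochondrial UMIs, means of scran-normalized values, a minimum of 10 or 200 UMIs, and a pseudocount of 1. The average log2 fold change of Seurat was added after the data had been seen.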

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

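The test of free RNA, the test on all cells of the middle-aged SVZ library and the test over all 3 regions were chosen only after the results had been seen.

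The 10 genes labelled in Figure 4C were also higher in aged than in adult cells of several classes outside the neuroblasts. Their summed log2 ratio of aged over adult was 3.795 in TAP-like cells of the SVZ (3.01–4.70; from 14 to 168 UMIs), 2.09 in OPC-like cells of the SVZ (0.63–4.02; from 4 to 46), 2.80 in astrocyte-like cells of the OB (1.93–3.78; from 13 to 68) and 2.58 in OPC-like cells of the DG (0.98–4.89; from 3 to 86). In astrocyte-like cells of the OB the 10 genes were highest at middle age, with 25.6, 204 and 178 CPM at the 3 ages. In the other classes listed they were highest in aged cells. Neural stem cell-like cells also had their highest value in aged cells, with 24.8, 86.1 and 277 CPM in the SVZ and 40.1, 129 and 157 CPM in the DG. In astrocyte-like cells of the DG they had 9.68, 19.2 and 0 CPM, with 10 aged cells (up to 83.7 CPM). The paper compares these genes between cluster NB4 and the other neuroblast clusters, and of these genes it names Usp18 as present in other cells of aged samples. Free RNA from the immune-response neuroblast-like cells of the same library may add to the rise in the SVZ. The rise of 2.80 in the OB, whose libraries hold no cell of that cluster, argues against it as the whole cause. A difference in health or housing between the pools of mice, a difference between preparations and a response of several cell types to age all stay open, and none of these was tested.

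The early-response list moved in opposite directions in OPC-like cells of different regions. Its aged over adult log2 ratio was −0.38 in the SVZ (−0.68 to −0.07) and 0.71 in the DG (0.46–0.98). The difference between the regions was not tested. A dissociation response that acts alike on all cells of the aged SVZ preparation is a candidate explanation for the rise of the list in SVZ neuroblast-like cells, where the log2 ratio was 0.45 (0.40–0.50). The value of −0.38 in OPC-like cells of the same libraries argues against it as the whole cause. In the other direction, the list also moved between libraries in ways that a preparation could give, with a middle-aged over adult log2 ratio of 1.12 in OPC-like cells of the SVZ and of −1.12 in neuroblast-like cells of the OB. The list also rose from adult to aged in neural stem cell-like cells of the SVZ, with 0.88, and in TAP-like cells. A response to dissociation that differs between cell types stays open, as does an effect of age.

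Rps28, Rps29 and Rpl38 together were also lower at middle age in OPC-like cells of the SVZ, with a middle-aged over adult log2 ratio of −0.71 (−0.97 to −0.44). A difference of the middle-aged SVZ library that acts on all of its cells may therefore lie behind the lower values, since the log2 ratio in neuroblast-like cells was −0.67. A difference of the same mice that acts on all regions is less likely, since the log2 ratio was −0.027 in OPC-like cells of the DG (−0.16 to 0.11), although it was −0.28 in neural stem cell-like cells of the DG (−0.44 to −0.12). An effect of age on all classes of the SVZ stays open and was not tested.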

How the results depend on the processing

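The average log2 fold change of Seurat was chosen as an alternative only after the data had been seen, and all other alternatives were set beforehand. Ages were not paired, because each region and age has 1 library and each age is a different pool of mice. The regions of an age came from the same mice, but no comparison of regions paired by age was run. Every condition is replicate 1, and the results come from no test.

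Over 141 results, 768 alternative values were computed, of which 654 stayed within the range set around the reported value, in most cases its 95% interval, 113 moved beyond it and 1 reversed. Of 155 values that answer a comparison, 134 stayed, 20 moved and 1 reversed. Of 404 values of named genes under the alternatives set beforehand, 3 moved, 2 of them without a percentage limit and 1 with means of scran-normalized values, and none reversed. With the formula of Seurat, 43 of 101 values moved, 76 were smaller in size and none reversed. A reversal of a gene was counted only where the interval of the reported log2 ratio left out 0. Where it included 0, 11 of the 404 and 3 of the 101 values had the other sign. Of 108 other values, 47 moved and none reversed.

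The number of kept cells was 230 with percentages of UMI counts and 7239 without percentage limits, because the limits then leave out more or fewer cells. With 230 cells no class values were computed. At a resolution of 2, the inhibitory neuroblast-like cells were not compared, because the leading genes of 1 cluster held more markers of another class.

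The ratios of progenitors depended on the reference cells. Relative to adult, the SVZ neuroblast-like cells of aged mice were at 0.380 against OPC-like cells and 0.972 (0.796–1.19) against all kept cells. Against astrocyte-like cells they were at 2.28 (0.369–24.1), which reversed the direction within counting error. With the astrocyte-like reference, those of middle-aged mice were at 6.45. That reference held 5, 1 and 2 SVZ cells at the 3 ages. The SVZ excitatory progenitor-like cells of middle-aged mice were at 0.0862 against OPC-like cells and 0.0828 (0.00191–0.585) against all kept cells. They were at 0.5 (0.00580–47.0) against astrocyte-like cells, and at 0.290 (0.0472–1.30) by single genes against OPC-like cells. Both of these intervals include 1. The DG excitatory progenitor-like cells were at 0.0976 in middle-aged and 0.0468 in aged mice against all kept cells, and at 0.138 and 0.234 against astrocyte-like cells, and stayed below the adult value under each alternative that was run. The share of OPC-like cells itself differed between the libraries, which changes these ratios by construction.

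The share of SVZ neuroblast-like cells with Figure 4C genes rose from adult to aged mice under each alternative that was run. With at least 1 gene it was 8.69% in middle-aged and 24.8% in aged mice, and with at least 3 genes 8.25% in aged mice, since the rule was looser or stricter. By membership of the cluster it was 0% in adult and also 8.25% in aged mice. Thinned to 1500 UMIs it was 6.07% in aged mice, because fewer UMIs detect fewer genes.

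The 5th percentile of the aged over adult log2 ratios in SVZ neuroblast-like cells was −0.53 with means of scran-normalized values, and the cause was not tested. With at least 200 UMIs the 5th and 95th percentiles were −0.36 and 0.37, and with at least 10 UMIs −0.74 and 0.96, since counting error is larger for genes with fewer UMIs. The median of the ribosomal protein genes in SVZ neural stem cell-like cells, middle-aged over adult, was −0.17 with means of scran-normalized values, and the cause was not tested.

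The depth limits the statements on rare cells. The SVZ held 10 adult, 1 middle-aged and 0 aged excitatory progenitor-like cells, and the 24 aged OB neuroblast-like cells allow an immune-response share as high as that of the aged SVZ. Without a percentage limit, the 51 aged OB cells allow up to 6.98%, at a median of 2478 UMIs against 3850 in the aged SVZ, where the share was 11.9%.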

Differences from the paper's values

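In the DG, the aged excitatory progenitor-like cells per OPC-like cell, relative to adult, were at 0.00480 here, from 4 cells, against the paper's value of about 0 in Fig. 3E, read by eye. A value this low cannot be told from 0 by eye, and none of the alternatives set before the data were examined could close the gap, since each held at least 1 such cell. No difference from the figure was therefore shown.

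The fold changes that the paper shows for cluster NB1 or NB2 were set against the pooled SVZ neuroblast-like cells, on the paper's scale of adult over aged or adult over middle-aged. None of the alternatives set before the data were examined closed these gaps. For PISD the log2 fold change was −1.81 here, against the paper's about −1.4 for NB1 in Fig. 2A, read by eye. With the average log2 fold change as Seurat computes it, chosen after seeing the values, it was −1.37 and the gap closed. For Egr1 it was −0.47, against the paper's about −1.3 for NB1 in Fig. 2A, read by eye, and with the formula of Seurat, chosen after seeing the values, it was −0.35 and the gap stayed. For Tmsb10 it was 0.49, against the paper's about 0.7 for NB2 in Fig. 2A, read by eye, and the formula of Seurat, chosen after seeing the values, closed the gap with 0.69. For Rpl27-ps3 it was 2.34, against the paper's about 1 for NB2 in Fig. 2A, read by eye, and the formula of Seurat, chosen after seeing the values, closed the gap with 0.78. For Ifi27 it was −2.11, against the paper's about −0.9 for NB2 in Fig. 2A, read by eye, and the formula of Seurat, chosen after seeing the values, closed the gap with −0.997. For Rps28 the adult over middle-aged log2 fold change was 0.75, against the paper's about 0.95 for NB2 in Fig. 2E, read by eye, and the formula of Seurat, chosen after seeing the values, closed the gap with 0.99. The single clusters 1, 2 and 3 were compared only after the values had been seen, and which of them corresponds to NB1 or NB2 was not determined. No single cluster had intervals that reached all the values of NB1 or all those of NB2 listed here. For NB1, the aged over adult log2 ratio of Egr1 was 1.14 (0.97–1.31), −0.76 (−1.10 to −0.42) and 0.20 (−0.03 to 0.44) in clusters 1, 2 and 3, and reached the paper's value in cluster 1 alone. That of PISD was 1.84 (1.45–2.24), 1.85 (1.38–2.35) and 1.51 (1.098–1.94), and reached it in clusters 2 and 3. For NB2, the intervals of cluster 2 reached the paper's values for Rpl27-ps3, with −1.89 (−3.19 to −0.73), and for Rps28, with −0.96 middle-aged over adult (−1.11 to −0.81). Those of clusters 1 and 3 did not, and the intervals of Tmsb10 and Ifi27 did not in any of the 3 clusters. With the formula of Seurat in clusters 1, 2 and 3, also chosen after seeing the values, the log2 fold change on the paper's scale was −1.21, 0.70 and −0.17 for Egr1, −1.21, −1.56 and −1.09 for PISD, 0.66, 0.82 and 0.72 for Tmsb10, 0.64, 0.52 and 1.11 for Rpl27-ps3, −0.90, −1.09 and −0.84 for Ifi27, and 0.88, 1.25 and 0.99 for Rps28.

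The paper's text describes genes of Figure 2E with a maximum in middle age, and names ribosomal protein genes and Hist1h2ap among its extreme-point genes, while the summed counts of 8 genes labelled there had their lowest value in middle age. The legend names genes with a maximum or a minimum in the middle-aged group. The value read from the figure for Rps28 has the direction of the counts, so for Rps28 the difference is with the text alone. For the other genes no value was read from the figure. In SVZ neuroblast-like cells the middle-aged over adult log2 ratio was −0.75 for Rps28, −0.72 for Rps29, −0.50 for Rpl38, −0.30 for Rps27, −0.37 for Rpl37, −0.61 for Snrpg and −0.95 for Erdr1, and in TAP-like cells it was −2.21 for Hist1h2ap. The paper states that few genes changed in most cell types of the SVZ and DG, that none changed in all cell types of the SVZ, and that none changed in the OB. Here, without a test and in classes broader than the paper's clusters, Ifi27 was higher in the aged than in the adult library in all 4 SVZ classes, and its log2 ratio was 1.13 in OB astrocyte-like cells, where that of PISD was 1.28. The 3 pseudogenes Gm10020, Gm8186 and Rpl27-ps3 together were lower in all 4 SVZ classes, from −2.23 to −3.44.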

Other observations

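The tests on a larger share of females in older pools, on males among the middle-aged cells and on the depth of the DG cells were chosen only after the results had been seen, as were those on the whole middle-aged SVZ library, on all 3 regions and on free RNA that are given with the results they concern.

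The lower level of Rps28, Rps29 and Rpl38 at middle age was first predicted in the other direction, as a rise, from the paper's text, and the counts showed a fall. The explanations for the fall were therefore written after it had been seen, that of short transcripts before its own test was run. A loss of short transcripts from the middle-aged SVZ library is a candidate explanation for the fall, since the genes are short. In SVZ neuroblast-like cells, the median middle-aged over adult log2 ratio of the 462 genes with transcripts under 600 bases was −0.013 (−0.04 to 0.01), far from the −0.67 of the 3 genes, which argues against it as the whole cause. It stood at the 2.69 percentile of random lists, close to the limit of 2.5. The same median was below that limit in the other SVZ classes. It was −0.018 in TAP-like cells (percentile 0.11), −0.028 in neural stem cell-like cells (percentile 0.99) and −0.18 in OPC-like cells (percentile 0). A smaller contribution therefore stays open.

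Gm10020, Gm8186 and Rpl27-ps3 were lower in aged than in adult cells in each class and region that was summed. Their log2 ratio together was −2.22 in OPC-like cells of the DG and −1.32 in astrocyte-like cells of the OB (−2.26 to −0.47), whose aged libraries come from the same mice. A genetic difference between the pools at copies that share reads is therefore a candidate explanation, while an effect of age that acts on all cells stays open and was not tested. In cluster 13 of the DG, which had 4 aged cells, the log2 ratios were −0.45 for Gm10020, −1.68 for Gm8186 and −0.26 for Rpl27-ps3, from 2, 1 and 4 aged UMIs and with intervals that include 0.

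The higher share of SVZ neuroblast-like cells with Figure 4C genes in aged mice was weighed against technical explanations. More UMIs per cell in the aged library cannot be its whole cause, since the share was 6.07% against 0.318% in adult mice after thinning to 1500 UMIs. Doublets of neuroblasts with microglia are unlikely, since the 39 aged cells held 0 UMIs of the microglia genes C1qa, C1qb, Ctss and Csf1r (up to 19.65 CPM, against 26787 CPM in the cells with Cx3cr1 and Aif1), none was called a doublet, and their median was 4459 UMIs against 4048.5 in the other neuroblast-like cells. A single affected mouse is unlikely to be the source of all aged cells, since 14 of the 39 held Y chromosome genes and 18 held Xist. The middle-aged cells may come from males only, from 1 mouse or more, since 1 of 18 held Xist (5.56%, 0.141–27.3%) against 179 of the other 408 (43.9%), and 10 of 18 held Y chromosome genes. An effect of age, the health of the mice in each pool and a difference between preparations stay open, and were not tested.

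The fall of excitatory progenitor-like cells with age was weighed against fewer UMIs per cell at older ages. The medians of whole libraries, planned for this, cannot test it, because the libraries hold different mixes of cells. With each kept DG cell thinned to 1500 UMIs, Eomes was detected in 13.1% of adult (10.3–16.4%), 1.47% of middle-aged (0.786–2.50%) and 0.437% of aged cells (0.0111–2.41%), so depth is unlikely as the whole cause in the DG. The SVZ was not tested in this way. Eomes was detected in 134 of 188 adult, 20 of 32 middle-aged and 2 of 4 aged excitatory progenitor-like cells. A difference in the sort or in the survival of cells between preparations was not tested.

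Xist rose with age and Y chromosome genes fell in all 3 regions. Xist had 426, 907 and 949 CPM in the adult, middle-aged and aged SVZ, 329, 776 and 1054 in the OB, and 424, 617 and 1041 in the DG. The aged over adult log2 ratio of the Y chromosome genes was −0.41 in the SVZ (−0.61 to −0.20), −0.54 in the OB (−0.97 to −0.13) and −1.06 in the DG (−1.41 to −0.72). Pools with a larger share of females at older ages may explain both, although the paper states that male and female mice were equally distributed. The first criterion, that the separate intervals of the adult and aged values do not overlap in any region, was not met, because those of the Y chromosome genes in the OB overlap slightly, and the criterion was changed after this was seen to an interval of the ratio that leaves out 0. A change of Xist with age in females stays open for the rise of Xist alone.

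The cell cycle lists were summed in SVZ TAP-like cells. The aged over adult log2 ratio was −0.26 for the S phase list (−0.30 to −0.23) and 0.13 for the G2/M list (0.10–0.15), and in SVZ neuroblast-like cells it was −0.16 for the S phase list (−0.25 to −0.07). The early-response list had an aged over adult log2 ratio of 0.93 in SVZ TAP-like cells.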
